A study of Mus musculus with 8 samples.

How the data were processed

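The measurements are RNA sequencing counts of 8 cultures of the mouse leukaemia cell line PER-M60. Per the labels' protocols, RNA was extracted with a column kit (RNeasy Plus Mini) and libraries were made with the SureSelect HS2 kit. The deposited values are raw, whole-number counts per Ensembl gene ID in 1 table of all samples, with no normalization by the authors. The aligner, counting tool, genome build, annotation, use of strand and use of molecular barcodes are not stated in the labels or the file, so no such step is assumed. All columns were matched to samples by the sample number in their header, and 0 columns were left unmatched. Groups and replicate numbers came from the sample titles, which number the replicates 1 to 4 in both media. Those shared numbers are the source of the pairing examined with the replicate block; the labels do not say that same-numbered cultures were handled together.

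Gene symbols, positions, transcript lengths and GC content were taken from GENCODE M21 on GRCm38 (Ensembl 96). Of the 21859 gene IDs, 21817 matched, 42 did not, and 21780 are annotated as protein-coding. This annotation may differ from the one the authors used. Overlap was computed as the share of a gene's span or exons that lies inside the spans of other listed genes.

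Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr with default settings (10729) were scaled by TMM, fitted with glmQLFit (robust) with medium as the term, and tested with glmQLFTest. P-values were adjusted by Benjamini-Hochberg, and the threshold was 0.05. Normalised CPM (counts per library size) are TMM-scaled. Standard errors of log2 fold changes were obtained as the absolute change divided by the square root of the F statistic. The common biological coefficient of variation was 0.0304. Gene lists (18 lists with 450 memberships, of which 443 matched an ID, 10 of them through a synonym) were tested with camera from limma 3.58.1, two-sided, with an inter-gene correlation of 0.01, and adjusted over the lists. Log2 CPM used a prior count of 2. Distances between groups and differences in totals and shares were tested by exact permutation over the splits of the samples. Wilson intervals at 95% were computed for single-sample shares, and 3 counts were taken as the detection floor. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for annotation, checks and figures.

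The named genes followed a rule fixed before the data were examined. Among genes with adjusted p under 0.05, a mean of at least 5 CPM and no overlap between groups, the 5 with the largest rise and the 5 with the largest fall were named. The 2 with the smallest p-value on each side not already named were added. For each list past the threshold, up to 3 called members with the largest absolute change followed. Il7r, Csf1r, Tnfrsf11a and Tgfbr1 were reported whatever their result. Genes inside other genes were singled out after their values were seen.

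The fit was tested on simulated counts with the real means, library sizes and dispersions and 200 genes of known change, of which those passing the filter were scored (10677 genes were run). The quasi-likelihood test called 38.8% of genes changed 1.1-fold, 69.4% of those changed 1.2-fold, 88.0% at 1.5-fold and 98.0% at 2-fold, and 5.81% of its calls were false. A list shifted by 1.2-fold was called by camera with 0 other lists, of which 1 had an unadjusted p under 0.05. The simulated genes were drawn independently of each other. The run therefore does not test the inter-gene correlation of 0.01 assumed in camera, nor its rate of false calls where genes are correlated.

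Alternatives were other scalings (DESeq2 size factors, total counts only, upper quartile), other filters on low counts, DESeq2 1.42.0 and limma-voom as tests, a fit without robust estimation, the replicate block, counts thinned to the smallest total (15391754), and an offset fitted by loess (span 0.5) on GC content and transcript length. The block was also combined with thinning and with the offset. Further alternatives removed the 10 genes with the most counts, used an adjusted p under 0.01, tested against a 1.2-fold change, left out each sample in turn, estimated the correlation in camera, or used fry. Distances were repeated with a prior count of 0.5, the 500 most variable genes and total counts only. The osteoclast markers below the filter were summed per sample and compared by exact permutation. Alternatives chosen after seeing the data were genes overlapping no other listed gene, an offset on GC content and gene span with and without the block, and leave-one-out values for totals and shares.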

Results

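RNA sequencing counts were analysed from 8 cultures of PER-M60, a mouse leukaemia cell line. The labels place 4 cultures in control medium and 4 in osteoclast-conditioned medium, that is, medium in which osteoclasts (the cells that resorb bone) had been kept beforehand. The comparison asks how the transcriptome of the leukaemia cells differs between the media. Each culture gave a whole-number count for each of 21859 Ensembl gene IDs, of which 6700 had 0 counts in all 8 samples.

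Total counts in control medium were 16669237, 21637966, 15391754 and 17553526 for replicates 1 to 4. In osteoclast-conditioned medium they were 19874229, 16868383, 18781407 and 17178702. The mean total was 17813120 ± 2699896 in control medium and 18175680 ± 1408896 in osteoclast-conditioned medium (SD, n = 4 each), a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.857). A floor of 3 counts corresponded to between 0.139 and 0.195 CPM (counts scaled to a common library size) across the samples. Between 13039 and 13300 genes had at least 1 count in a sample. The labels name no sequencing or library batch, so no comparison could be repeated within batches.

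The 13 mitochondrial protein-coding genes took 1.06% ± 0.113 of the counts in control medium and 1.24% ± 0.133 in osteoclast-conditioned medium (SD, n = 4 each), and the two-sided exact permutation test gave p = 0.0571. The highest share was that of osteoclast-conditioned replicate 4, at 1.44% (95% Wilson interval 1.43 to 1.44%), and the lowest that of control replicate 2, at 0.903% (0.899 to 0.907%). Such intervals and floors cover counting error only, because sequencing reads are not independent molecules. Ribosomal protein genes took 5.66% ± 0.0524 in control medium and 5.82% ± 0.0441 in osteoclast-conditioned medium, with no overlap between the groups. The exact p was 0.0286, the smallest that 4 against 4 samples allow. The 10 genes with the most counts took 5.37% ± 0.0221 and 5.70% ± 0.0280 in the respective media (exact p = 0.0286). With Benjamini-Hochberg adjustment over the 4 exact tests (totals and shares), the adjusted p was 0.0571 for the ribosomal protein and top-10 shares, 0.0762 for the mitochondrial share and 0.857 for the totals, so 0 of the 4 passed 0.05. The ribosomal protein and top-10 shares were already at the smallest exact p. Given the p-values of the other tests, their adjusted p could not have been lower, however large the difference. The adjustment therefore cannot decide on these shares.

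Samples of the same medium lay nearer to each other than to samples of the other medium. Over the 10729 genes tested, the mean Euclidean distance in log2 CPM was 7.01 larger between than within groups. That was the largest value among all 35 splits of the 8 samples into 4 and 4 (one-sided exact permutation test, p = 0.0286, the smallest possible). Under the alternatives the value moved most with the 500 most variable genes, to 4.41. A Euclidean distance grows with the number of genes, so that value is on another scale and does not show a weaker separation. The first principal component held 41.9% of the variance and separated the media. The second held 14%, and its ends were control replicate 2 and osteoclast-conditioned replicate 4. Chi-square per degree of freedom between pairs of samples ran from 1.38 to 5.26 within groups and from 7.84 to 13.1 between groups, so every sample was kept as a separate replicate. Spread beyond counting error does not show whether the cultures or the conditioned media were prepared independently. The p-values below measure differences against the spread between these cultures, and other preparations of the media may differ more.

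**Figure D1:**
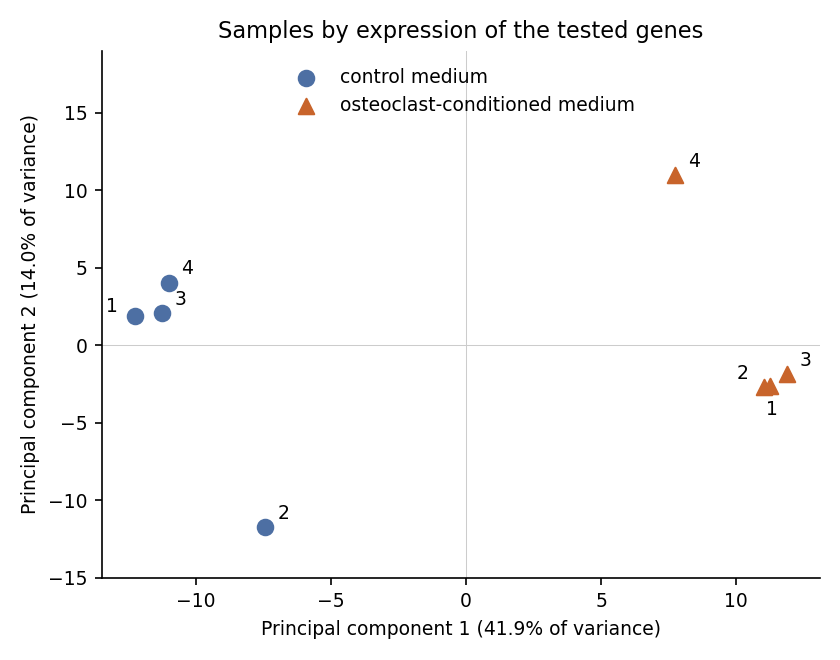
Principal components of log2 CPM over the tested genes, with component 1 (41.9% of variance) on the horizontal axis and component 2 (14%) on the vertical axis, 1 point per sample, numbered by replicate. Control samples lie between -12.2 and -7.42 on component 1 and osteoclast-conditioned samples between 7.74 and 11.9.

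With edgeR's quasi-likelihood test, 3273 of the 10729 tested genes (30.5%) had a Benjamini-Hochberg adjusted p under 0.05. Of these, 1689 were higher and 1584 lower in osteoclast-conditioned medium. Most changes were small: the median absolute log2 fold change of the called genes was 0.19, and 2358 of them (72.0%) changed by less than 1.2-fold. The samples of the groups did not overlap in 2599 of the called genes (79.4%), and in 28.2% of all tested genes, where chance gives 2.86%. A change of at least 2-fold was seen in 39 genes, 32 higher and 7 lower, and 26 of the 39 had a mean under 5 CPM. Groups share replicate numbers in the labels, and with the replicate number as a block the test called 3446 genes, of which 3236 were called in the same direction without the block; 39 of the genes changed at least 2-fold. The deviations of same-numbered samples from their group means had a mean correlation of 0.037 (from -0.051 to 0.143), against -0.013 for differently numbered samples of the groups. Deviations cancel within each group, so the second mean largely follows from the first and is not an independent baseline. The alternative that moved the number of called genes most was a test against a change of 1.2-fold, which called 227 genes.

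**Figure D2:**
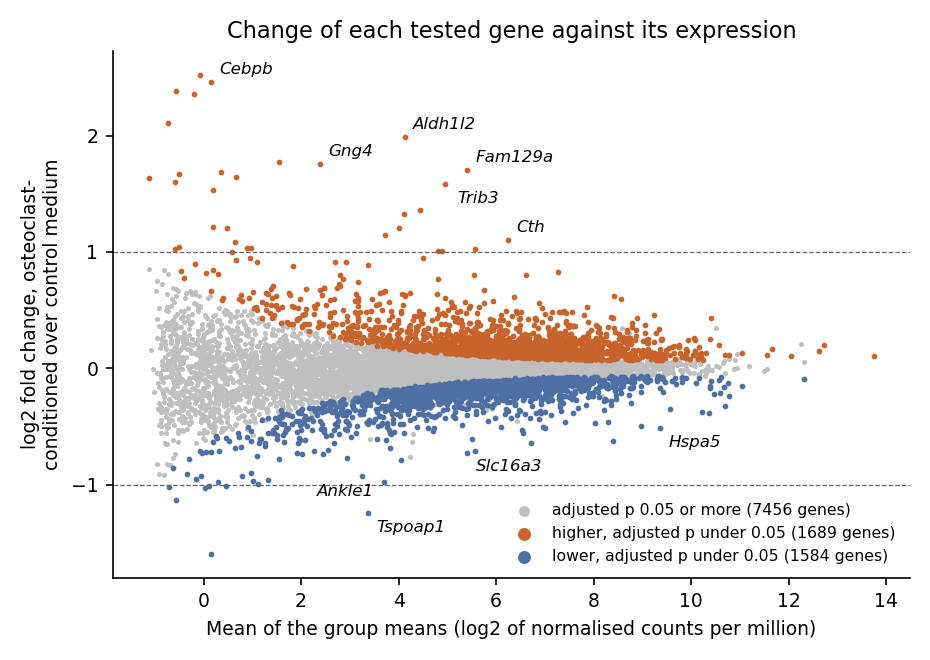
The log2 fold change of each of the 10729 tested genes (vertical axis, osteoclast-conditioned over control medium) against the log2 of its mean normalised CPM (horizontal axis), with 1 point per gene, coloured by call, and dashed lines at -1 and 1. The 1689 genes called higher and 1584 called lower lie mostly within the dashed lines, and 39 lie beyond them.

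Among genes with a mean of at least 5 CPM and no overlap between groups, the largest rise was that of Aldh1l2 (ENSMUSG00000020256; chromosome 10, 83487450 to 83534140 in GRCm38). It went from 7.02 ± 0.843 to 27.9 ± 2.13 normalised CPM (SD, n = 4 each), a log2 fold change of 1.99 (SE 0.08, edgeR adjusted p = 7.00e-18). Next came Gng4 (log2 fold change 1.76, SE 0.13), Fam129a (1.70, SE 0.05), Trib3 (1.58, SE 0.06) and Bcar3 (1.36, SE 0.07), all with adjusted p of 7.55e-12 or less in the edgeR test. Fam129a (ENSMUSG00000026483; chromosome 1, 151571186 to 151721939) had the smallest p-value of all tested genes, with 20 ± 1.51 against 64.9 ± 2.13 normalised CPM and an adjusted p of 4.34e-21. The largest fall was that of Tspoap1 (ENSMUSG00000034156; chromosome 11, 87760541 to 87785928), from 14.7 ± 4.11 to 6.11 ± 1.18 (log2 fold change -1.25, SE 0.28, edgeR adjusted p = 0.0165). Control replicate 2 had 8.81 normalised CPM of Tspoap1 and the other control samples between 15 and 17.7. Ankle1 (-0.92), Enpp6 (-0.79), Ache (-0.77) and Dgkg (-0.74) followed, with edgeR adjusted p of 1.71e-05 or less. Among genes not yet named, the smallest p-values for rises were those of Cth (48.1 ± 1.38 against 103.5 ± 2.16 normalised CPM) and Tenm4 (log2 fold change 0.83), and for falls those of Hspa5 (-0.51, 778 ± 11.3 against 545 ± 14.1 normalised CPM) and Cip2a (-0.51). With the replicate block, the log2 fold changes of Aldh1l2, Fam129a and Tspoap1 were 1.99, 1.70 and -1.26.

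**Figure D3:**
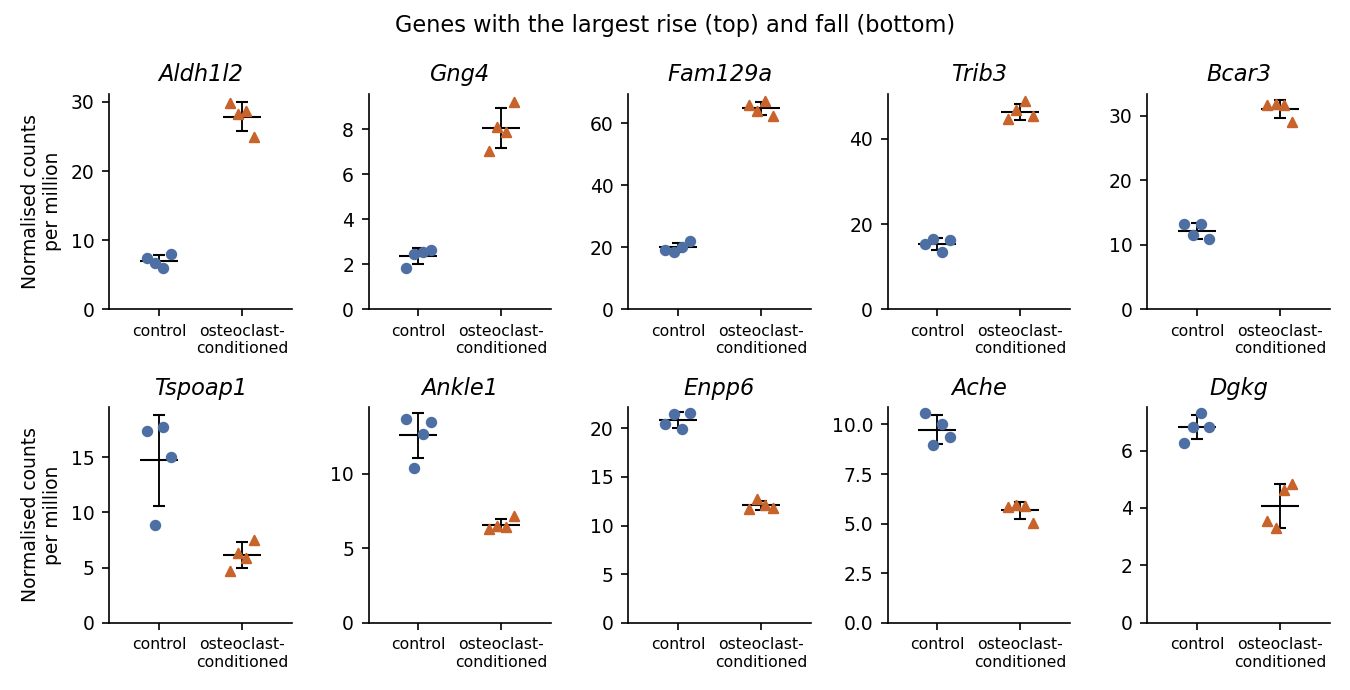
Normalised CPM (vertical axes, from 0) of the 5 genes with the largest rise and the 5 with the largest fall, with 1 point per culture, a bar at the group mean and whiskers of 1 SD (n = 4). In each of the 10 genes the samples of the 2 media do not overlap, and Tspoap1 has the widest control group, from 8.81 to 17.7.

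A set of 18 gene lists, written before the data were examined, was tested with limma's camera. Of 376 list members tested, 211 had an adjusted p under 0.05 over all tested genes and 223 over the lists alone. At an adjusted p under 0.05, 9 lists differed, 3 higher and 6 lower in osteoclast-conditioned medium, and the same number passed with the replicate block (pairing correlation 0.037, as above). The amino acid response list (ATF4 targets) changed most. Its median log2 fold change was 0.38 (camera adjusted p = 1.64e-56), 24 of its 26 tested genes were called higher and 0 lower, and all 26 had a positive fold change. Its score, the mean log2 CPM of its genes after each gene's mean was removed, was -0.28 ± 0.03 in control medium and 0.28 ± 0.01 in osteoclast-conditioned medium (SD, n = 4 each). Its members with the largest change were Cebpb (log2 fold change 2.46, SE 0.30), Trib3 and Nupr1 (9.76 ± 1.32 against 22.2 ± 1.01 normalised CPM). Cebpb rested on a total of 159 counts, and 60.4% of its span overlaps Tmem189 on the opposite strand. Its fold change is therefore uncertain.

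The glycolysis and hypoxia list was lower (median log2 fold change -0.25, camera adjusted p = 8.54e-18), with 21 of 27 tested genes called lower and 1 higher, led by Slc16a3 (-0.73, SE 0.05), Tpi1 (-0.63) and Bnip3 (-0.55). The G2/M list had a median of -0.17 (adjusted p = 3.58e-14), with 26 of 30 genes called lower, among them Cenpa (-0.40), Ccnb2 (-0.27) and Cdk1 (-0.26). The list of the unfolded protein response in the endoplasmic reticulum had a median of -0.19 (adjusted p = 5.15e-09), with 13 genes called lower, including Derl3 (-0.93), Sdf2l1 (-0.53) and Hspa5, and 6 called higher. Smaller falls were found for G1/S and DNA replication (median -0.08, adjusted p = 0.000114; Ccne1, Rrm2 and Gins1 fell most), heat shock (-0.12, 0.000587; Hsph1, Dnaja1 and Stip1) and cholesterol biosynthesis (-0.10, 0.00769; Tm7sf2, Nsdhl and Lss). Smaller rises were found for lysosome and autophagy genes (median 0.10, adjusted p = 0.000662) and for pre-B cell stage genes (0.11, adjusted p = 0.0111). Members with the largest changes were not all in the direction of their list: Wipi1 fell by 0.58 while Hexa rose by 0.25, and Cd22 fell by 0.44 while Blnk and Irf4 rose by 0.29 and 0.22. Wipi1 had a total of 172 counts and an edgeR adjusted p of 0.0461, and its call was lost under 12 alternatives. Scores did not overlap between the media in 8 of the 9 lists. The exception was the heat shock list, with 0.05 ± 0.07 in control medium and -0.05 ± 0.11 in osteoclast-conditioned medium. Scores also did not overlap in some lists not past the threshold: oxidative phosphorylation, ribosome biogenesis, NRF2 and p53 targets. Lack of overlap alone therefore does not set apart the 9 lists past the threshold. Under every alternative run, 4 of the 9 lists were past the threshold. Their camera adjusted p rose to as much as 0.0378 with the inter-gene correlation estimated. The number of lists moved most with the self-contained test fry, to 16.

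**Figure D4:**
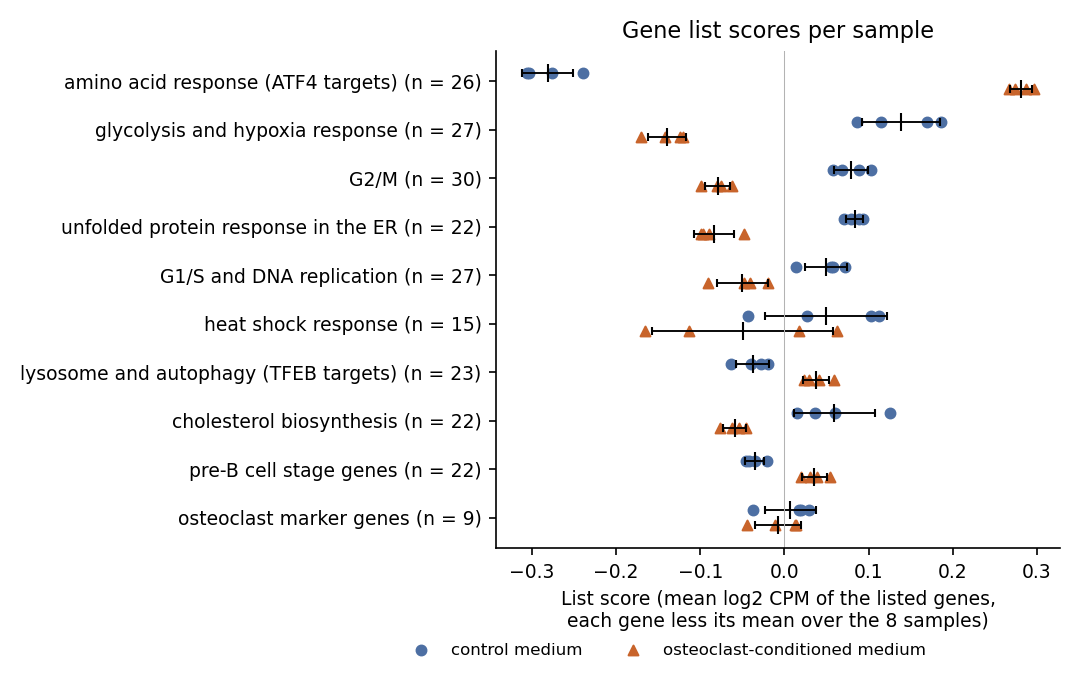
Scores of 10 gene lists per sample (horizontal axis, log2 units relative to each gene's mean over 8 samples), with a bar at the group mean and whiskers of 1 SD (n = 4); n beside a list is its number of tested genes. The amino acid response list is farthest apart (-0.28 against 0.28), and the osteoclast marker list overlaps (0.01 ± 0.03 against -0.01 ± 0.03).

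The other 9 lists had camera adjusted p from 0.0769 (oxidative phosphorylation) to 0.95 (TGF-β response). They included STAT5, NF-kB, NRF2, p53 and interferon targets, ribosome biogenesis and a list of osteoclast marker genes, of which 9 were tested (adjusted p = 0.808). Among 4 receptors chosen before the data were examined, Il7r had a log2 fold change of 0.05 (SE 0.04) and Tgfbr1 of 0.07 (SE 0.05). Their edgeR adjusted p were 0.261 and 0.259 over all genes and 0.135 each over the receptors tested. Csf1r (0 to 6 counts per sample) and Tnfrsf11a (3 to 14 counts) fell below the filter on low counts, so the main analysis did not test them. Such counts cannot show a small difference.

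Genes lying inside other listed genes limited what could be compared. In GENCODE M21, 923 listed genes have their whole span inside the spans of other listed genes, and 913 of them (98.9%) had 0 counts in all samples. Among the 17163 genes that overlap no listed gene, 5337 (31.1%) did. Of 502 genes inside another gene but sharing no exon with it, 501 (99.8%) were at 0, including all 331 that lie only on the opposite strand. The gene Gm20388 (chromosome 8, 119910841 to 124345722 in GRCm38) had a total of 26860 counts, and the 72 listed genes inside it, on either strand, had 0 counts in every sample. Of the gene list members, 11 lie inside another listed gene and had 0 counts, of which Slc7a5 (amino acid response), Tk1, Cdt1 and Gins2 (G1/S), Cox4i1, Rag1 and Rag2 are examples. The counts of such genes give no measure of a difference between media. Of the 43 genes chosen by the naming rule, 7 overlap another listed gene: Cebpb by 60.4% of its span, Tm7sf2 by 9.58%, and Aldh1l2, Tpi1, Dnaja1, Hexa and Csf1r by 4.05% or less. The share of their reads in the overlapped part was not measured, so the size of the uncertainty in their counts is not known.

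**Figure D5:**
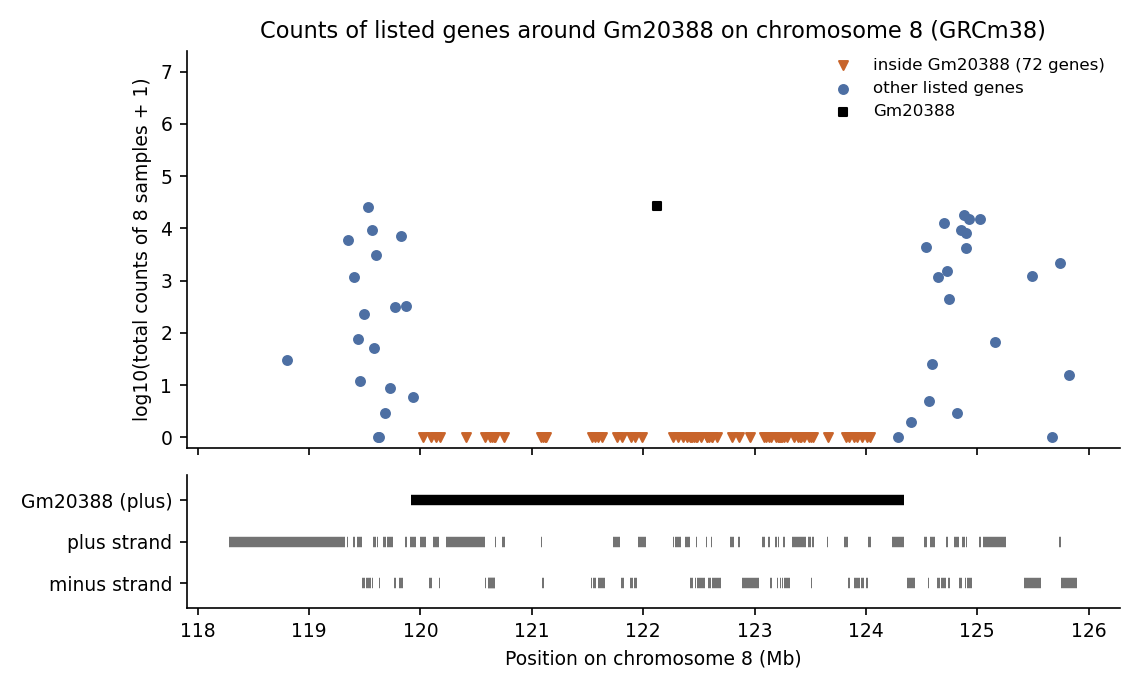
Upper panel: log10 of the total counts over 8 samples plus 1 (vertical axis) of each listed gene around Gm20388, against position on chromosome 8 in Mb (GRCm38). Lower panel: gene spans by strand; the 72 genes inside Gm20388 have 0 counts, whereas Gm20388 has 26860.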

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

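The tests in this part were chosen after the outlying samples were seen, except that the size of counting error in the named genes and lists was set as a test before it was computed. For each of 65 results, the highest or lowest sample of each medium was compared with the other 3 samples of that medium by Dixon's ratio (the gap to the nearest sample divided by the range). Of 130 groups of 4 samples, 10 had a ratio above the 95% critical value, where chance alone gives about 6.5. Of the 10, 4 fell on osteoclast-conditioned replicate 4 and 2 on control replicate 2.

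The mitochondrial share of counts was 1.44% in osteoclast-conditioned replicate 4 and 1.16 to 1.19% in the other osteoclast-conditioned samples (ratio 0.888). Counting error is too small to account for it, since the lower Wilson limit of that share is 1.43%. The Wilson intervals of osteoclast-conditioned replicates 1 to 3 also lie apart, at 1.151 to 1.161%, 1.163 to 1.173% and 1.182 to 1.192%. A gap beyond counting error therefore does not by itself single out replicate 4. A mislabelled sample is not favoured either: the sample lies at 7.74 on the first principal component, on the side of its own medium. Its total, 17178702, lies between those of the other osteoclast-conditioned samples, and depth does not set it apart. The design gives no groups within a medium, and no biological explanation was tested. Without this sample the difference in mitochondrial share between media was 0.106 percentage points, within a range of 0.106 to 0.203 over the 8 fits that each left out 1 sample.

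The other cases concern single genes and list scores. In osteoclast-conditioned replicate 4, Bcar3 was lowest at 29.1 normalised CPM against 31.6 to 31.9 (ratio 0.918), Ache at 5.02 against 5.85 to 5.93 (0.915) and Cdk1 at 113 against 123 to 124 (0.908). In control medium, Tenm4 was lowest in replicate 1, at 105 against 113 to 114 (0.905), Cip2a in replicate 2, at 146 against 152 (0.942), and Sdf2l1 in replicate 4, at 103 against 111 to 112 (0.899), while Stip1 was highest in replicate 3, at 482 against 447 to 451 (0.887). The interferon list score was highest in control replicate 2, at 0.03 against -0.06 to -0.05 (0.860), and the TGF-β list score lowest in osteoclast-conditioned replicate 2, at -0.05 against 0.00 to 0.01 (0.838). In 5 of these 9 cases the gap was under 2 standard errors of counting (counting error explanation), and gaps ran from 1.08 to 4.16 standard errors. Counting error may account for those 5. The gaps of Stip1 (4.16), Cdk1 (2.75), Tenm4 (2.41) and Sdf2l1 (2.28) were above 2 standard errors, and their cause was not tested. The 7 genes had an adjusted p under 0.05 in each of the 8 fits that left out 1 sample.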

How the results depend on the processing

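All alternatives of the number of called genes other than the stricter thresholds stayed within 1.5 times the main count, and no gene called in the main analysis was called in the opposite direction under any of them. The stricter thresholds called 2147 genes at an adjusted p under 0.01 (948 lower) and 227 against a 1.2-fold change (161 higher and 66 lower). Scaling by total counts only called 3395 genes, of which 40.7% were higher, against 51.6% with TMM, so the balance of directions depends on the scaling; the median log2 fold change shifted by -0.02. With the replicate block, 3446 genes were called. Each fit that left out 1 sample called from 2635 to 3578 genes, from 1395 to 1846 higher and from 1220 to 1732 lower.

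The 39 genes with a change of at least 2-fold depended on low counts. With no filter there were 79 (52 higher, 27 lower), and with a mean of at least 50 counts there were 14 (13 higher, 1 lower). The 7 lower genes became 4 at an adjusted p under 0.01, 3 in the test against 1.2-fold, and 4 with the offset on GC content and gene span, an alternative chosen after seeing the data. Leaving out 1 sample gave from 36 to 49 such genes, from 30 to 35 higher and from 6 to 18 lower, with 16 lower without control replicate 2 and 18 without osteoclast-conditioned replicate 4. The cause was not tested.

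The 9 gene lists became 4 with the correlation estimated by camera and 16 with fry, which tests each list without reference to other genes; leave-one-out gave from 8 to 10. The lists that stayed past the threshold under every alternative were amino acid response, glycolysis and hypoxia, G2/M and the unfolded protein response. With the correlation estimated, camera's adjusted p rose to 0.000788 for amino acid response. It rose to 0.0378 for each of glycolysis and hypoxia, G2/M and the unfolded protein response, near the threshold. The other 5 lost significance under at least 1 alternative, and 7 of the remaining lists gained it under at least 1. The difference in total counts changed sign in some leave-one-out fits, from -444563 to 1637508 counts with exact p from 0.229 to 1.00, and in the other alternatives it was 362588 and 284173.5 counts. It was negative without control replicate 1 (-18735), control replicate 3 (-444563) or osteoclast-conditioned replicate 1 (-203623). In leave-one-out tests added after seeing the data, the unadjusted exact p of the ribosomal protein share was under 0.05 in 5 of 8 and otherwise 0.0571, that of the mitochondrial share in 1 of 8, with a range of 0.0286 to 0.171, and that of the 10 genes with the most counts in 8 of 8, at 0.0286. The distance between groups was 4.41 over the 500 most variable genes, which is on another scale, and 6.42 to 7.69 under the other alternatives. Each was at the smallest exact p of 0.0286.

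Of 41 tested genes chosen by the naming rule, 16 lost significance in the test against 1.2-fold, and 3 (Wipi1, Tm7sf2 and Tspoap1) also under other alternatives. Wipi1 lost it under 12 settings, Tm7sf2 under 6 and Tspoap1 under 3, and their adjusted p ranged over their alternatives from 0.0358 to 0.656, 0.00206 to 0.419 and 1.73e-12 to 0.172 respectively. Il7r gained significance under 4 settings, the offsets on GC content with length or span, with and without the block; its adjusted p ranged from 0.0126 to 1.00. No called gene or list past the threshold changed direction. The median of the ribosome biogenesis list, not past the threshold, changed sign with the offset on GC content and gene span, from -0.03 to 0.01 both with and without the block. Depth limits the list of receptors, where Csf1r and Tnfrsf11a were too low to pass the filter of the main analysis.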

Other observations

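In this part, the test of osteoclast markers below the filter, the correlation of loadings after the trend was removed and the tests of genes inside other genes and of endoplasmic reticulum stress were chosen after the results were seen. The refit on gene span was added after the correlation with span had been seen, and that on genes without overlap after the genes at 0 were seen.

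The number of called genes was set against other splits of the samples. Of the 8 splits that part all same-numbered pairs, 1 (the real one) gave as many as 3273 genes; the other 7 called 0, with 71 to 885 genes at an unadjusted p under 0.05. The same 1 of 8 held for genes changed at least 2-fold. As many as 9 lists were reached in 2 of the 8 splits, so the number of lists does not separate the real split. With 8 splits a share under 0.05 cannot be reached, so this comparison alone leaves open a difference by chance. Over all 35 splits, the real one alone gave as many as 3273 genes (1 of 35), and the next called 125, whereas 8 gave at least 9 lists. Splits that keep 3 samples of a medium together retain much of the medium difference, and gave 2 to 12 lists; those with 2 samples of each medium gave 0 to 5. Of the 27 that part fewer pairs, 1 called 125 genes and the others 0, with 69 to 1876 genes at an unadjusted p under 0.05 over the 27. The split with 125 called genes, which also gave the 1876, exchanges control replicate 2 and osteoclast-conditioned replicate 4 between the groups. Those samples lie at the ends of the second principal component, so a further difference shared by many genes may set them apart. Its cause was not tested.

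Technical explanations of the many small differences were tested by refitting. Of the genes called, 89.2% were still called in the same direction with an offset on GC content and transcript length, 90.1% with counts thinned to the smallest total, and 98.5% without the 10 genes with the most counts. With an offset on GC content and gene span the share was 80.2%, and 32.4% of genes that overlap no listed gene were called, against 30.5% of all genes tested. The log2 fold change correlated with gene span across genes (Spearman's rho 0.23; genes are not independent replicates), longer genes being higher. GC content and gene length bias, depth, the genes with most counts, gene span and overlap therefore do not account for most calls. For RNA carried over from osteoclasts, the osteoclast marker list had an adjusted p of 0.808, with a range of 0.167 to 0.954 over its alternatives, but it holds 9 markers that these cells express. The 11 markers below the filter, of which 3 were at 0 in all samples, had 9 to 20 counts per sample in all. Their summed CPM was 0.719 ± 0.175 in control and 0.758 ± 0.146 in osteoclast-conditioned medium (SD, n = 4 each; two-sided exact permutation test, p = 0.686). The difference of 0.0392 CPM was smaller than the SD of either medium, so these markers gave no sign of carry-over. Their counts were low, which leaves open carry-over too small to see. The 8 comparable splits cannot decide on a division of the samples by chance, because 8 splits cannot give a share under 0.05. The other 7 of them called 0 genes. Over all 35 splits the number of genes was reached by the real one alone, whereas 8 splits reached the number of lists.

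The control replicate 2 and osteoclast-conditioned replicate 4 samples lie at opposite ends of the second principal component, at -11.7 and 11. With each sample's trend on GC content and length removed, the correlation of the component's gene loadings with GC content went from 0.20 to -0.01 (Spearman's rho across 10725 genes, which are not independent replicates). The component then held 13.5% of the variance, and the same samples were at its ends, at -11.4 and 10.7. A trend on GC content therefore accounts for little of the distance between them. The correlation of the loadings with transcript length was 0.029 before the removal and 0.045 after it. It was small and was not lowered, so the check does not decide on length. No biological explanation was tested.

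Amino acid response genes rose (24 of 26 called), while the list of the unfolded protein response in the endoplasmic reticulum fell, with a median log2 fold change of -0.19. Of the unfolded protein response genes, 13 were called lower and 6 higher. Endoplasmic reticulum stress that raises both lists as a whole is therefore not a favoured source of the rise. Stress that raises only part of the unfolded protein response list was not tested. A candidate explanation is a shortage of amino acids in medium used by osteoclasts, which may act on ATF4 without endoplasmic reticulum stress; the composition of the medium was not measured here. Cth, Aldh1l2 and Trib3 rose in all 4 samples against all 4 controls. The glycolysis and hypoxia list fell, with a median from -0.28 to -0.22 over its alternatives, and no explanation of its fall was tested.

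Genes at 0 in all samples inside other listed genes form a pattern of the counts themselves. A candidate explanation is counting over whole gene spans without regard to strand, with reads in more than 1 gene left out. That explanation has every gene inside another at 0 even where no exon is shared, and 99.8% of the 502 such genes were, against 31.1% of genes that overlap no listed gene. Lack of expression in these cells does not account for it: of the gene list members inside another gene, 11 of 11 were at 0, against 10 of 345 memberships (2.90%) that overlap no listed gene. The same comparison had first been made on ribosomal protein genes, where 2 of 2 inside another gene were at 0 against 2 of 65 that overlap no listed gene; the larger set of list members was taken up after that result was seen. B2m is a further example, chosen after its value was seen: it lies within Patl2 on the opposite strand (chromosome 2, 122147686 to 122153083 in GRCm38) and had 0 counts, whereas Patl2 had 723. Under this explanation the values also include reads from introns, and a gene inside another listed gene with 0 counts in every sample cannot be read as silent; the annotation and counting tool are not stated.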
